A study of Homo sapiens with 9 samples. Its data were reported in "N6-methyladenosine mRNA marking promotes selective translation of regulons required for human erythropoiesis" (2019).

How the data were processed

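H3K4me3 CUT&RUN libraries were made from HEL cells in 4 groups, NTC (3 libraries), METTL3-KO, METTL14-KO and WTAP-KO (2 libraries each). Groups and replicate numbers were taken from the sample labels. The authors sequenced paired ends, aligned them to hg19 and to the yeast genome of a spike-in, scaled each library by the spike-in, removed duplicates and called peaks in each library by a height threshold. The authors deposited a peak list per library with chromosome, start, end and a signal, in calibrated coverage units. Peaks were called per library and not on pooled libraries. Starts were read as counted from 0, an assumption, and coordinates are given from 1. No peak ended past a chromosome of the hg19 reference used here, and all 25 chromosome names were found in it. Annotation was GENCODE on hg19, and the 2 peaks on the mitochondrial chromosome were not annotated.

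The unit is a signal, not a count, so no count test was used. Within each library 99.5% or more of the values were whole multiples of a step, which was taken as the worth of 1 fragment. The lowest value was assumed to be a fixed number of coverage intervals at 1 stack, and the stack was found without reference to a height. In all 9 libraries this stack gave a height of at least 15 and 1 fragment fewer gave less. The height of at least 15 follows from the lowest value and that assumption for any stack, so it does not check the stack. The values behave as sums of heights over coverage intervals, so that they are not linear in fragments. This reading comes from the values and was not stated by the authors. Depth is unknown, and the number of libraries limits the precision. The same calibration also scales the threshold, so that a library with a small step needed more fragments for a call.

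Peaks, covered bases, median width and median signal per library were compared by two-sided exact permutation tests of the difference of means (scipy 1.17.1). Peaks of all libraries sharing at least 1 bp were merged into regions. An NTC region was one called in all 3 NTC libraries, and it was lost where no library of the KO group had a peak. Region signal, the sum of the peaks in a region, was compared with limma 3.58.1 (R 4.3.3), with the trend option and Benjamini-Hochberg adjustment at 0.05, on log2(signal + 30.1), the pseudocount being the smallest region signal, over regions called in at least 2 libraries, with all 9 libraries and 4 groups in 1 model. A fold change on this scale understates the change of weak regions. No sequencing batch is given in the labels.

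The limma step was tested on simulated data with the means and spread of the real regions, 20 simulations per size. A change of 5 on the log2 scale put into 200 regions was estimated at 4.99 with the right direction in 99.8% of regions, but only 45.4% of these regions passed the threshold for all KO groups and 38.0% for WTAP-KO. Of the calls for all KO groups, 5.9% were false at this size and 7.03% at a change of 8, above the nominal 5%. With no change put in, 2 of 20 simulations made a false call for all KO groups. The simulated errors were normal, while real regions without a peak sit at 0. Only 200 of 24547 regions changed in the simulations, while 21807 were called for all KO groups in the real data. Recovery and the share of false calls depend on how many regions change, so these values do not carry over to the real contrasts.

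Marked genes were protein-coding genes with a peak within 1 kb of an annotated start. The heme list had 15 genes, of which the members that kept a peak are not all reported by name here, and was set against 10000 random lists matched on deciles of NTC signal. Genes were named by a rule fixed before the data were examined: a written list of genes (UROS, EPOR and HEMGN, which the study's text gives as examples, and ABCB10, ALAD, PPOX, STEAP3, VDAC1, GYPC, ITSN1 and SPECC1, which its text does not name), the 3 targets, GATA1 and KLF1, the 5 regions of highest NTC signal without a KO peak, and the 5 regions with the largest rise that were higher in every KO library. The comparisons, main settings and most alternatives were also fixed before the data were examined. Alternatives were the pseudocount (0.1 and 10 times), the region filter, centring on regions called in all 9 libraries, the highest peak in place of the sum, the groups in the fit, the replicate block, the peak threshold, merging within 1 kb, the overlap that counts as shared, a 3 kb promoter window, and leaving out each library. Counting KO-only regions as NTC regions, dividing values by the step, and requiring a peak in an NTC library were chosen after seeing the data. Other tools were Python 3.11.15, pandas 2.3.3, numpy 2.4.6, bedtools 2.31.1, samtools 1.23.1 and matplotlib 3.10.9.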

Results

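H3K4me3, the trimethylation of lysine 4 on histone H3 that marks active promoters, was mapped by CUT&RUN in HEL cells, an established human erythroleukemia line. In CUT&RUN an antibody directs a nuclease to the mark and the released fragments are sequenced. The 9 libraries fell into 4 groups: 3 libraries from cells with a non-targeting control guide (NTC), and 2 each from cells with a knockout (KO) of METTL3, METTL14 or WTAP, which are subunits of the m6A RNA methyltransferase. Each library was represented by its own list of peaks, with 99358 peaks in all, each with a position on hg19 and a calibrated signal. The lists hold no fragment totals, so the sequencing depth of each library is unknown and no interval that needs it is given. The scale of the values did give the worth of 1 fragment in each library, called the step. The lowest peak value in each list corresponded to a stack of 12, 12 and 14 fragments in the NTC libraries, 33 and 15 in the METTL3-KO libraries, 35 and 37 in the METTL14-KO libraries, and 37 and 47 in the WTAP-KO libraries. These numbers rest on the assumed number of coverage intervals behind the lowest value. On that reading the fragments a call needed differed between groups.

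The first question was whether H3K4me3 depends on the m6A methyltransferase. The NTC libraries held 21832 ± 109 peaks (mean ± SD, n = 3). METTL3-KO libraries held 9287 ± 116 (n = 2), METTL14-KO libraries 4227.5 ± 1497 (n = 2) and WTAP-KO libraries 3416.5 ± 363 (n = 2), which is 42.5%, 19.4% and 15.6% of the NTC mean. All 6 KO libraries were below all 3 NTC libraries, and their mean was 25.9% of the NTC mean (two-sided exact permutation test, p = 0.0238, the smallest that 84 splits allow). Counting only peaks at or above the median NTC signal moved this most, to 14.8%. For a single KO group the 10 splits allow no p below 0.2, which is the value each group gave. With the replicate block, in which libraries with the same replicate number in the labels were compared, the percentages were 23.1% for all KO groups, 42.4% for METTL3-KO, 18.7% for METTL14-KO and 15.6% for WTAP-KO. The pairing was taken from the labels, and the deviations of same-numbered libraries from their group means had a mean correlation of -0.0022 over 12 pairs, which gave no sign of pairing. Between groups of 2 the correlation of differently numbered libraries (mean 0.0014 over all 18 pairs) is that of same-numbered ones with its sign changed, so it is no independent comparison, and a shift of a whole library is not seen by this check. METTL3-KO libraries held 243% of the peaks of the METTL14-KO and WTAP-KO libraries (249% with the replicate block), with p = 0.133 in the exact permutation test, the smallest that 15 splits allow.

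**Figure D1:**
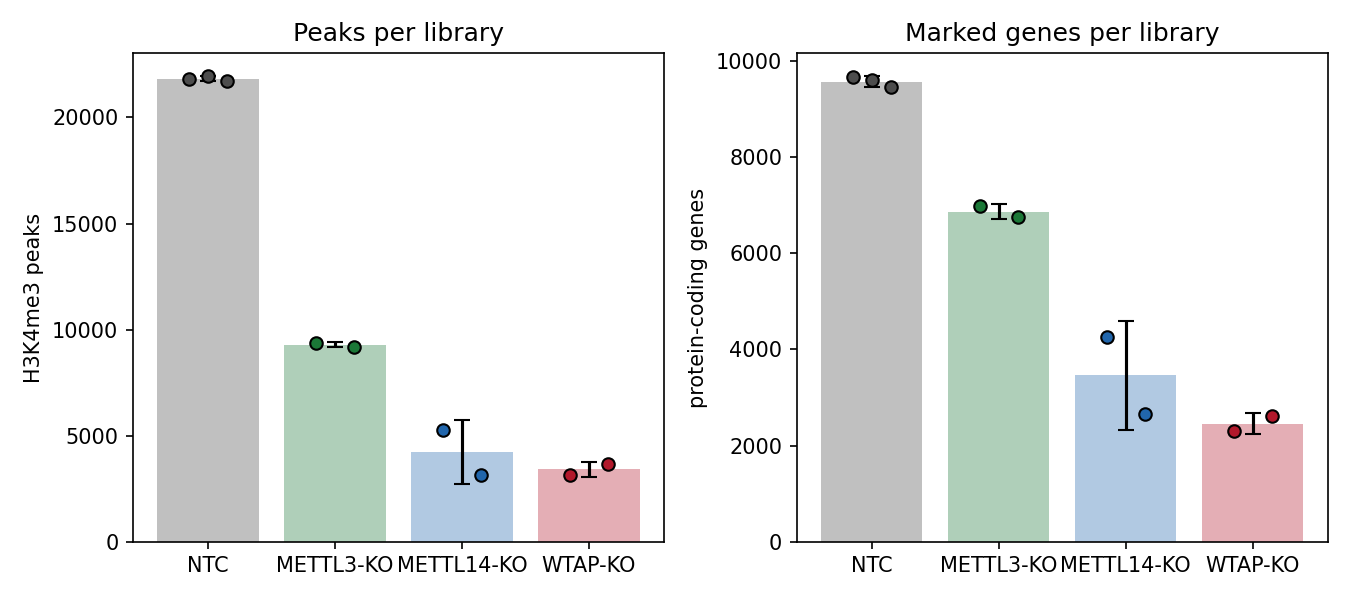
Peaks per library (left, number of H3K4me3 peaks) and protein-coding genes with a peak within 1 kb of a transcription start (right, number of genes), by group. Bars are means, error bars are SD and points are libraries, and all KO libraries lie below all NTC libraries in both panels.

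The KO peaks were narrower and had a lower median signal. Of the peaks of each KO library, 39.0% to 58.7% lay in regions without an NTC peak. Covered sequence fell from 17.2 ± 0.117 Mb in NTC to 2.88 ± 1.85 Mb in the 6 KO libraries, 16.8% of the NTC mean. The median peak width was 662 ± 6.66 bp in NTC and 376 ± 50.4 bp in KO libraries, and the median peak signal was 2111 ± 234 against 1044 ± 216. Each of these 3 measures had p = 0.0238 in the exact permutation test. The total signal divided by covered bases was 5.20 ± 0.425 in NTC and 4.98 ± 1.05 in KO libraries, and in WTAP-KO it was 6.10 ± 0.365, with both libraries above every NTC library. The signal is read as a sum over coverage intervals, not over bases, so this ratio is not a mean height. It therefore does not show a higher mark in WTAP-KO. Every list held peaks between 150 and 2000 bp wide. Peaks wider than 1800 bp made up 4.33% ± 0.177 of the NTC peaks and 0.604% ± 0.402 of the KO peaks.

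Peaks that shared at least 1 bp across libraries were merged into 30404 regions, of which 16226 were called in all 3 NTC libraries. Of these, 71.4% had no peak in either METTL3-KO library, 87.3% had none in either METTL14-KO library and 92.9% had none in either WTAP-KO library. In single libraries the share without a peak ranged from 75.6% to 77.0% for METTL3-KO, from 87.7% to 94.0% for METTL14-KO and from 93.9% to 94.5% for WTAP-KO. No peak in any KO library was found for 71.0%. Defining NTC regions only by NTC peaks at or above the median NTC signal moved the METTL3-KO share most, to 47.4%. The share of NTC regions with a KO peak was higher at higher NTC signal. From decile 1 to decile 10 of mean NTC signal it went from 0.308% to 88.4% for METTL3-KO, from 0.185% to 61.8% for METTL14-KO and from 0.123% to 47.0% for WTAP-KO.

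**Figure D2:**
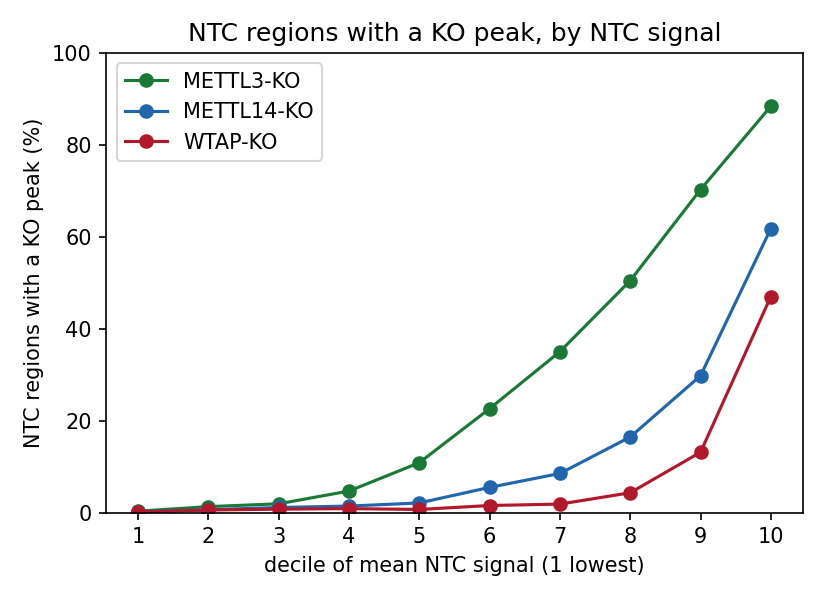
Share of NTC regions with a peak in at least 1 library of a KO group (y axis, percent) by decile of mean NTC signal (x axis, 1 lowest), with 1 line per KO group. The share is highest in decile 10 in each group and reaches 88.4% for METTL3-KO.

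Conversely, 4623 regions had a peak in KO libraries and in no NTC library. Of the regions called in both METTL3-KO libraries 40.1% had no NTC peak, as had 53.3% for METTL14-KO and 56.9% for WTAP-KO. At the 511 regions called in all 9 libraries the median KO signal was 14.2% of NTC (exact permutation test, p = 0.0238). Divided by each library's step, which removes the calibration, it was 36.2% of NTC (p = 0.0238 in the exact permutation test).

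**Figure D3:**
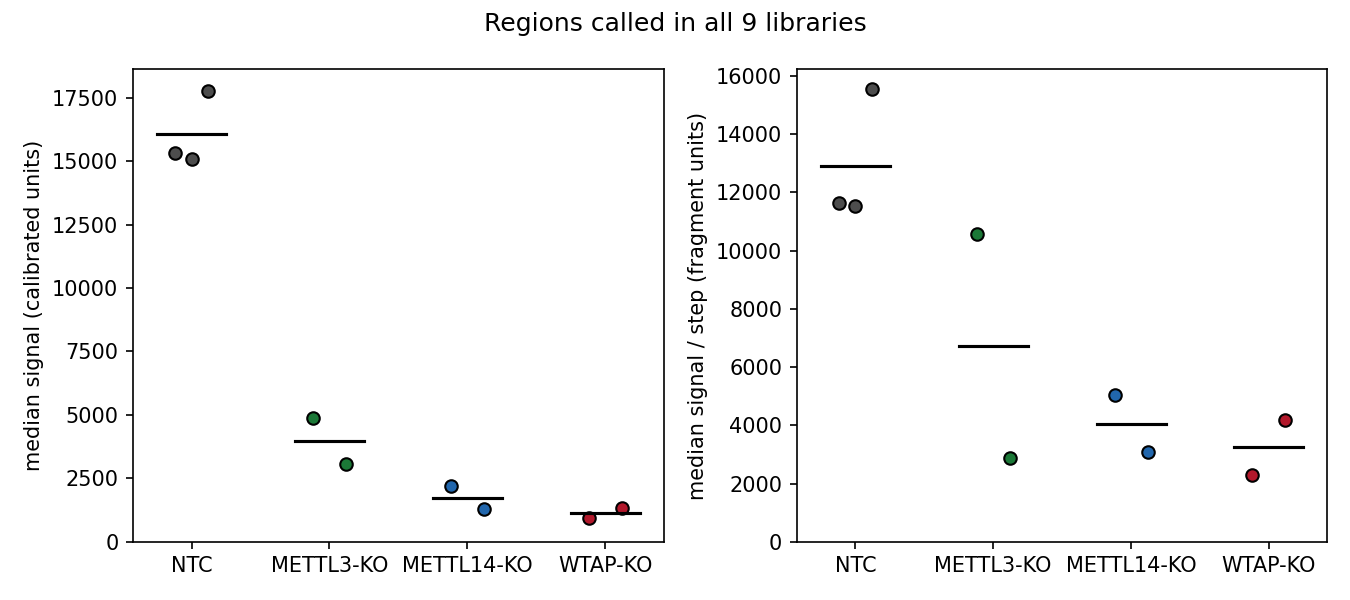
Median signal over the 511 regions called in all 9 libraries, per library (points, with the group mean as a line), in calibrated units (left panel) and divided by the step of the library (right panel, fragment units). Both are lower in the KO groups, with group means of 24.7%, 10.9% and 7.1% of NTC on the left for METTL3-KO, METTL14-KO and WTAP-KO.

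Signal per region was then compared with limma on the log2(signal + 30.1) scale over the 24547 regions called in at least 2 libraries. A region without a peak counts as 0, so a change there is set by the pseudocount. At an adjusted p of 0.05, 18068 regions differed between METTL3-KO and NTC (15321 lower, 2747 higher), 17384 between METTL14-KO and NTC (16033 lower, 1351 higher) and 17437 between WTAP-KO and NTC (16087 lower, 1350 higher). For the mean of the KO groups 21807 regions differed, 18822 lower and 2985 higher. Leaving out METTL3-KO replicate 1 gave 18033 of 23539 tested regions, the lowest count of the fits not restricted to the 511 regions called in all 9 libraries. Of those 511, 498 differed, 496 of them lower. With the replicate block, in which NTC replicate 3 has no same-numbered partner and does not enter the estimate, 19392 regions differed for all KO groups, 18596 for METTL3-KO, 18142 for METTL14-KO and 18344 for WTAP-KO. METTL3-KO differed from the mean of the other 2 KO groups at 3765 regions, 3601 of them higher in METTL3-KO, and at 2847 with the replicate block.

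The question of promoter marking was asked for 20163 annotated protein-coding genes. A gene was counted as marked where a peak lay within 1 kb of any of its annotated starts. NTC libraries marked 9563 ± 110 genes (n = 3), METTL3-KO 6864 ± 161 (n = 2), METTL14-KO 3463 ± 1133 (n = 2) and WTAP-KO 2452 ± 218 (n = 2). The mean per KO library was 44.5% of the NTC mean (exact permutation test, p = 0.0238), and 18.7% with only peaks at or above the median NTC signal, the alternative that moved it most. Of the 8495 genes marked in all 3 NTC libraries, 46.3% had no promoter peak in either METTL3-KO library, 73.3% in either METTL14-KO library and 84.9% in either WTAP-KO library.

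Among 15 genes of heme synthesis and iron handling, 11 were marked in all 3 NTC libraries. Of these, 7 (ALAD, FECH, ABCB10, STEAP3, SLC25A37, VDAC1 and TSPO) had no promoter peak in any METTL14-KO or WTAP-KO library. Random lists matched on NTC signal lost 6.93 genes on average, and 36.5% of 10000 such lists lost fewer than 7. The heme list did not stand apart from genes of equal NTC signal.

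Single promoters varied. At EPOR (chromosome 19, 11493627 to 11495110, over the start) the signal was 8529 ± 965 in NTC and no KO library had a peak, a log2 change of -8.15 (SE 0.117, adjusted p 9.3e-09, limma). KLF1 (chromosome 19, 12996961 to 12998527), GATA1 (chromosome X, 48643545 to 48645482) and GYPC (chromosome 2, 127414046 to 127415962) were marked in all NTC libraries and in no KO library, as were ABCB10, STEAP3 and VDAC1 within 1 kb of their starts. ALAD had a peak in 1 METTL3-KO library. PPOX (chromosome 1, 161135388 to 161137299) kept weaker peaks in 2 METTL3-KO, 2 METTL14-KO and 1 WTAP-KO library. UROS kept a peak in both METTL3-KO and both METTL14-KO libraries and in no WTAP-KO library. Its start region (chromosome 10, 127511626 to 127513559) had an NTC signal of 5157 ± 4480, with a peak in 2 of 3 NTC libraries, and a log2 change of -2.18 (SE 1.87, adjusted p 0.301, limma). Without NTC replicate 1, which had no peak there, the change was -4.85 (adjusted p 5.9e-05, limma). It was -0.81 (adjusted p 0.72) without NTC replicate 2, -0.88 (adjusted p 0.713) with the replicate block and -0.44 (adjusted p 0.836, limma) with libraries centred on the regions called in all 9. Centring removes any change that those regions share, so it tests only change beyond that. The UROS start region was 1934 bp wide, and no list held a peak wider than 2000 bp. The peak missing from NTC replicate 1 may therefore be a wide peak left out, which was not tested. HEMGN had no peak within 1 kb of a start in any library, NTC included. The study shows HEMGN as an example of a promoter with reduced H3K4me3. With the limit of 2000 bp on peak width, a missing call need not be a missing mark. SPECC1 (chromosome 17, 19913141 to 19914908) next to the start kept a peak in all 6 KO libraries at a log2 change of -3.67 (SE 0.349, adjusted p 6.6e-05, limma), which was -0.65 (adjusted p 0.152) once libraries were centred on the regions called in all 9. The region over the SPECC1 start (19911468 to 19912796) was called in all 3 NTC libraries, both METTL3-KO libraries and no METTL14-KO or WTAP-KO library, with a log2 change of -6.27 (adjusted p 2.5e-05, limma). At ITSN1 the region over the start (chromosome 21, 35013284 to 35015135) had peaks in all 6 KO libraries and in no NTC library, and the next region (35015505 to 35016585) had an NTC signal of 19229 ± 2689 and a log2 change of -3.75 (SE 1.34, adjusted p 0.0374, limma), which did not pass the threshold with the same centring (adjusted p 0.528) or with the replicate block (-3.64, adjusted p 0.118). The promoters of METTL3 and METTL14 were marked in all 3 NTC libraries and that of WTAP in 2. The region at the METTL3 start had a log2 change of -5.81 (adjusted p 0.00048, limma), that at METTL14 one of -5.63 (adjusted p 4.8e-06) and that within 1 kb of the WTAP start one of -4.25 (SE 1.94, adjusted p 0.0764). The replicate block gave -7.00 (adjusted p 0.00029, limma), the same change as without NTC replicate 3, the NTC library with no peak there. Without NTC replicate 1 it was -3.02 (adjusted p 0.252) and without NTC replicate 2 it was -2.73 (adjusted p 0.264, limma). The WTAP peak missing from NTC replicate 3 may likewise be a wide peak left out, which was not tested. A second region near the WTAP start (chromosome 6, 160148738 to 160150453) had a peak in 1 NTC library, both METTL3-KO libraries and 1 METTL14-KO library, and a log2 change of -0.56 (adjusted p 0.821, limma). These files hold no expression, so they do not check the knockouts.

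The 5 regions with the highest NTC signal and no KO peak lay in an intron of TRANK1 (chromosome 3, 36965066 to 36967053, NTC signal 28506 ± 2150), over an exon near the start of SLFN14 (chromosome 17, 33886288 to 33888279, 25949 ± 2690), in an intron of ITSN2 (chromosome 2, 24576798 to 24578666, 24232 ± 1868), within 1 kb of the start of TMEM156 (chromosome 4, 39031550 to 39033261, 21570 ± 1994) and in an intron of MAP3K5 (chromosome 6, 137058209 to 137059933, 20752 ± 5342). Their log2 changes ranged from -9.89 to -9.40. In the other direction 757 regions were higher in every KO library than in every NTC library, and none of the 757 had an NTC peak. The 5 with the largest rise lay at LINC00910 (chromosome 17, 41465308 to 41466909), at the starts of HAUS6, RLN2 and ERMP1 (chromosome 9, 19101772 to 19103353, 5303274 to 5304905 and 5831739 to 5833626) and in intergenic sequence (chromosome 9, 11063957 to 11065855). Their KO signals ranged from 15497 to 47404 and their log2 changes from 9.28 to 10.2. These regions were 1582 to 1899 bp wide, and no list held a peak wider than 2000 bp.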

Values the study reported

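The study reported 6871 genes marked by H3K4me3 around their transcription starts in HEL cells. After knockout of METTL14 and WTAP it counted 1461 and 1127 marked genes. It described the loss after knockout of METTL3 as more modest, from a plot of reads around transcription starts. Of the promoters bound by KLF1, it reported that 36% lost the mark after inhibition of METTL14 and WTAP.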

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

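The contrast in this part was fixed before the data were examined, and the tests of explanations for it were chosen after its result was seen. METTL3-KO differed from the mean of METTL14-KO and WTAP-KO at 3765 regions in a test of the difference itself (limma, adjusted p under 0.05), 3601 of them higher in METTL3-KO. The result stood out as a difference between groups under the same contrast. With a peak required in an NTC library, 1663 regions differed, 1661 of them higher in METTL3-KO. A region without an NTC peak cannot show a smaller loss. After division of each value by the step of its library, which removes the calibration, 2562 regions differed. A region without a peak stays at 0 under this division, and the calibration also set how many fragments a call needed, so the test does not rule the calibration out, and whether these were the same regions was not tested. For the number of peaks, METTL3-KO replicate 1 needed 33 fragments for a call and had 9369 peaks. Of the 3 METTL14-KO and WTAP-KO libraries that needed 35 to 37, none had more than 56.4% of that number. For replicate 1 the fragments a call needed therefore do not account for that difference. METTL3-KO replicate 2 needed 15, and no METTL14-KO or WTAP-KO library needed so few, so for it the question stays open. Sequencing depth was another technical explanation. The signal in fragment units at regions called in all 9 libraries was 52.1% of NTC in METTL3-KO, with 10578 in replicate 1 and 2874 in replicate 2, and replicate 2 lay within the range of the other KO groups. Scaled by the spike-in, which is meant to remove depth, the signal at these regions was 4872 and 3069 in METTL3-KO replicates 1 and 2. It was at most 2212 in the other KO libraries. Of the 511 regions, 443 were higher in METTL3-KO and 0 lower (limma, adjusted p under 0.05). These values argue against a deeper library alone at these regions, as far as the scaling holds. A part for depth is not ruled out, since the signal is not linear in fragments. A smaller loss of the mark in METTL3-KO, which the study also reported from a plot of reads, remains a hypothesis in these peak lists. Outside the regions called in all 9 libraries it cannot be told apart from depth, and at no region from calibration. For the peak number of METTL3-KO replicate 2, the fragments a call needed are not excluded either.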

How the results depend on the processing

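Among 19 comparison results, 221 values were computed under alternatives, of which 170 kept their direction and side of the threshold or moved by less than the spread, 21 became weaker, 30 moved by more than the spread and none reversed. The 170 include peak numbers of single KO groups and of METTL3-KO against the others, whose permutation p cannot pass the threshold at any setting and so shows no stability. Across the 9 fits that each left out 1 library, the KO libraries had 22.4% to 28.1% of the NTC peaks, 13.8% to 18.6% of the covered bases, 54.4% to 58.2% of the median width, 45.7% to 52.9% of the median signal and 38.9% to 48.6% of the marked genes. With only peaks at or above the median NTC signal the same 5 measures were 14.8%, 11.5%, 70.8%, 69.0% and 18.7%, so the KO libraries lost more in number, covered bases and genes and less in width and signal. Merging peaks within 1 kb gave 26.9%, 17.5%, 47.7% and 39.9% for the first 4. Leaving out an NTC library raised the exact permutation p of these 5 measures to 0.0714, the smallest that the remaining splits allow.

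The shares of NTC regions lost depended on the definition, and the cause was not tested. In the order METTL3-KO, METTL14-KO, WTAP-KO and all KO groups, they were 92.6%, 98.5%, 99.2% and 92.4% when a peak had to cover at least 50% of the region, 81.1%, 94.5%, 95.6% and 96.9% when a missing peak in 1 KO library was enough, 47.4%, 76.0%, 86.7% and 46.8% with only NTC peaks at or above the median NTC signal, and 53.5%, 55.7%, 62.8% and 44.8% with the 3160 highest peaks of each library. With equal numbers the groups were therefore much closer. Counting KO-only regions as NTC regions, chosen after seeing the data, gave 65.4%, 78.7%, 85.4% and 59.0%. Merging within 1 kb gave 66.9% for METTL3-KO and 91.0% for WTAP-KO, and calling in at least 2 NTC libraries gave 73.2% for METTL3-KO. Leaving out 1 library gave 87.3% to 94.0% for METTL14-KO, 71.4% to 77.0% for METTL3-KO, 92.7% to 94.5% for WTAP-KO and 71.0% to 75.7% for all KO groups. The ratio of METTL3-KO peaks to the other KO groups moved to 249% with the replicate block. Across all alternatives it was lowest without WTAP-KO replicate 1, at 229.7%. It was highest with only peaks at or above the median NTC signal, at 289.7%.

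Only the 511 regions called in all 9 libraries could pass in 1 alternative, which gave 493, 497, 510 and 498 regions for METTL3-KO, METTL14-KO, WTAP-KO and all KO groups, and 443 for METTL3-KO against the others. These 5 count among the 21 that became weaker, but the filter caps them, so they show no weaker change. Requiring an NTC peak, chosen after seeing the data, gave 1663 regions for the last contrast. In the contrasts against NTC, the regions called higher then fell from 2985 to 1 for all KO groups. They fell from 2747 to 0 for METTL3-KO, from 1351 to 0 for METTL14-KO and from 1350 to 55 for WTAP-KO. Leaving out a KO library from a single KO group leaves 1 library, so no limma call was made. Leaving out NTC libraries kept the limma counts of the contrasts against NTC within 1.5 times, and was not run for METTL3-KO against the others. Of 437 values for 26 named regions, 12 became weaker and 4 stronger, and none reversed. The ITSN1 region next to the start lost significance in 11 of these, the replicate block and centring included, and centring took SPECC1 to -0.65 (adjusted p 0.152, limma). Centring removes the loss shared by the regions called in all 9 libraries, and this SPECC1 region is one of them. The centred values therefore show only change beyond the shared loss, not that the signal was kept. The 4 that became stronger were UROS without NTC replicate 1 (-4.85) and WTAP with 10 times the pseudocount (-2.91), with the replicate block (-7.00) and without NTC replicate 3 (-7.00). The unknown depth limits each of these results, since a library with fewer fragments could lose weak peaks first, which was not tested.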

Other observations

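In this part the tests of constitutive genes, of peaks near the width limit and of GC content were set before their results were seen, and the others after.

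KO peaks in regions without an NTC peak were wider than KO peaks in regions called in all 3 NTC libraries, by a factor of at least 1.16 in the median width in each of the 6 KO libraries. No peak in any list was wider than 2000 bp, and a candidate explanation is that such a limit left the widest NTC peaks out. Among the regions called in at least 2 NTC libraries and in the top 25% of their signal, 52.9% of those called in exactly 2 NTC libraries held an NTC peak wider than 1800 bp, against 22.4% of those called in all 3 (Fisher's exact test, p = 2.6e-65), which the limit would give. A list of 70 constitutive genes could not decide on the limit, since only 9 of them had a promoter peak in both libraries of a KO group and in no NTC library. That was 12.9% of the list, against 8.83% of other genes (Fisher's exact test, p = 0.21). Among genes with a promoter peak in any library the shares were 13.04% and 14.3% (Fisher's exact test, p = 0.864). A gain of the mark in KO cells at these regions cannot be told apart from the limit, and the rises at HAUS6, RLN2, ERMP1 and the ITSN1 start are open to both readings.

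Fewer peaks in KO libraries might follow from the number of fragments a call needed. METTL3-KO replicate 2 needed 15, close to the 12 to 14 of NTC, and still had 42.2% of the NTC peaks, so in that library the threshold alone does not account for the loss. Fewer sequenced fragments were another explanation. At regions called in all 9 libraries the KO signal in fragment units was 36.2% of NTC, which lower occupancy and lower depth would both give. Scaled by the spike-in, which is meant to remove depth, it was 2285 ± 1486 against 16047 ± 1495 in NTC, or 14.2%. Every KO library was below every NTC library. These values argue against lower depth alone at these regions, as far as the scaling holds. They do not rule out a part for depth, since the signal is not linear in fragments. For the other regions fewer sequenced fragments remain possible.

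NTC regions kept in METTL3-KO had a higher GC content than lost regions within deciles of NTC signal, by 3.64 percentage points (2.38 in METTL14-KO and 0.202 in WTAP-KO). GC content may therefore contribute to which regions of equal NTC signal kept a peak in METTL3-KO. It does not account for the higher NTC signal of kept regions, since without the deciles the difference was smaller (1.49 points), and mean GC was lowest in decile 10 of NTC signal, at 50.8%. By chromosome, 1.78% of 449 X chromosome NTC regions had a METTL3-KO peak against 5.44% expected from their NTC signal, a difference of -3.66 points. Other chromosomes except Y differed from -8.11 points on chromosome 21 to 6.97 on chromosome 19, but points are bounded by the expected share. As a ratio of observed to expected the X chromosome was lowest, at 0.328, and the next was chromosome 21 at 0.791. No test of chance was run. On the Y chromosome the share was 36.4% of 44 regions against 12.1% expected. No biological explanation was tested for either.

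Of the 84 splits of the 9 libraries into 3 and 6, 16 part as many same-numbered pairs as the real split, 6. In a 2-group limma fit the real split gave 20423 regions and was the 1 split of these 16 with as many, and the others gave at most 6. A share of 1 in 16 cannot go below 0.05. The other splits part between 3 and 7 pairs, and gave at most 36 regions.

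METTL14-KO libraries marked 3463 genes here and WTAP-KO libraries 2452. NTC libraries marked 9563. All are higher than the values quoted from the study above, but the measures are not alike. The values here are means per library of genes with a peak near any annotated start. The study's text gives a count per condition, with no window around the start and no rule for combining libraries. The difference therefore does not show a difference in the mark.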
